A study of Homo sapiens with 18 samples. Its data were reported in "TGF-β stimulation in human and murine cells reveals commonly affected biological processes and pathways at transcription level" (2014).

How the data were processed

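The deposited table held 33297 probe sets for 18 arrays with no missing value. Per the labels, the authors made the log2 values from the scanned arrays with Affymetrix Power Tools and RMA, whose versions are not given in the sources used here, while the methods of the paper name FARMS for its own analysis. The values were used as deposited, with no further transformation or normalization. A table of names gave 1 gene symbol for 19461 probe sets, several for 1753 and none for 12083. For 769 genes with more than 1 probe set the brightest was taken, which left 18418 genes. Of the genes called at 24 h, 7 had more than 1 probe set, and in all 7 the others pointed the same way. Some of the table's lines (974) held values identical to another line, and no arrays were identical to each other.

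Genes were compared with limma 3.58.1 (statmod 1.5.0, R 4.3.3), in 1 linear model over all 18 arrays with a term for each group and a block for the replicate number, with moderated t tests for the 5 times against control and for 24 h against 4 h and against 2 h, and a moderated F test for the time course. P-values were adjusted by Benjamini and Hochberg over all genes of a comparison. A call needed an adjusted p under 0.01 and a log2 difference of at least 1 in size. The block rests on the numbers in the labels, and the sources do not say whether cells of the same number were grown together. After removal of group means, arrays of the same number correlated with a median r of 0.54 (45 pairs), numbers 2 and 3 with 0.48 (30 pairs) and number 1 with the others at -0.595 (60 pairs). For 12 of 18 arrays the mean correlation was highest with their own number. All arrays numbered 1 are among these, since their r with the others was at most -0.495 and r within a number was at least 0.338. The values set number 1 apart but do not show that numbers 2 and 3 form separate blocks.

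Gene lists (46, each with at least 5 measured members) were written from general knowledge of the pathways, 2 of them from the genes the study itself picked. They were tested with camera in limma at a preset correlation of 0.01, adjusted over 230 tests of 46 lists and 5 times and passed at an adjusted p under 0.05; each test was also run with the correlation estimated from the data. Before testing, 5 genes were removed from the lists and are not reported here. Groups, comparisons, thresholds, lists, the alternatives and the rule for named genes were chosen before the data were examined, after the paper had been read.

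Named genes were the 10 largest changes in each direction per time among called genes that moved the same way in all 3 numbers, the 5 largest for each comparison between times, up to 4 members of each list that passed, 2 of each that did not, and a fixed set of TGF-β response genes at every time. Alternatives left out the replicate block, rescaled the arrays (median centring, cyclic loess or quantile normalization), left out dim genes, averaged the probe sets of a gene or tested each probe set, changed the variance model, weighted arrays, changed the thresholds, left out each array or each replicate number, or fitted only the arrays compared. Overlaps were set against 50 simulations of unchanged groups that shared the controls.

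The steps were tested on simulated data with 200 changed genes among 18418 at 24 h. Of 50 genes each changed by 0.5, 1, 1.5 and 2, an adjusted p under 0.01 was found for 47, 50, 50 and 50, and 0, 29, 50 and 50 were called. No unchanged gene was called by limma, though 3 had an adjusted p under 0.01. The F test called all 100 genes changed by 1.5 or 2, and the list that had been raised passed while 0 other lists did. That 0 does not carry over to the real arrays. There, other splits of the arrays compared passed up to 10, 12, 15, 20 and 18 lists from 20 min to 24 h.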

Results

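HepG2, a human liver tumour line that secretes many plasma proteins, was kept in serum-free medium and then treated with 1 ng/ml of TGF-β1, a growth factor that signals through SMAD proteins. Total RNA was hybridised to Affymetrix Human Gene ST arrays from untreated control cells and from cells treated for 24 h, for 4, 2 or 1 h, or for 20 min. Each of the 6 groups held 3 arrays, which made 18 arrays in all. The labels number the arrays of each group from 1 to 3, and the paper describes 3 biological replicates. Deposited log2 values ran from 3.89 to 14.9 on the log2 scale, and the medians of single arrays lay between 7.255 and 7.33. The number of arrays limits the precision of every value. One value per gene was tested for 18418 genes with limma, and a gene was called at an adjusted p under 0.01 and a log2 change of at least 1 in size. Changes are log2 differences from control with the standard error of the fit (SE, n = 3 arrays per group).

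The 6 arrays numbered 1 stood apart from those numbered 2 and 3 at every time. Over all groups, 94 genes differed between number 1 and the other numbers by at least 1, of which 82 were lower in number 1. EDN1, the endothelin precursor, differed by -2.885, SNAI2, a zinc finger repressor, by -2.36, and TAGLN, an actin-binding protein, by -2.13. G6PC1, which releases glucose from glucose 6-phosphate, was higher in number 1 by 1.70. The replicate number was a block in the fit from the start; this comparison of the numbers was added after the arrays had been seen, and changes were also read per number.

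**Figure D1:**
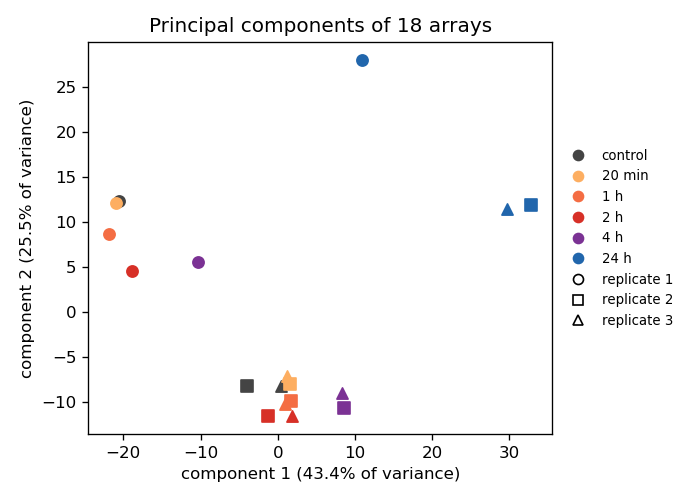
Each point is 1 of the 18 arrays, placed on the first principal component (x axis, 43.4% of the variance) and the second (y axis, 25.5%) of the log2 values; colour gives the group and shape the replicate number. The arrays numbered 1 lie apart from those numbered 2 and 3, and the 24 h arrays lie apart from all other groups.

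The first question was how early and how far each time point departed from untreated cells. At 20 min no gene was called by limma, although 1225 genes had an unadjusted p under 0.05. JUNB differed from control by -0.01 ± 0.18, SMAD7 by -0.01 ± 0.15, SKIL by 0.01 ± 0.11 and ID3 by -0.10 ± 0.10, none with an adjusted p under 0.9. The one gene with an adjusted p under 0.01 was SNORD14E, a small nucleolar RNA chosen after its values were seen, which fell by 0.84 (adjusted p = 3.36e-05). Of 46 gene lists fixed in advance, 11 passed at 20 min in camera, limma's test of a list against all other genes, though no member of any of them passed alone. Complement and coagulation genes lay below control in 42 of 43 members with a median of -0.10 (adjusted p = 4.22e-09, and adjusted p = 0.311 with an estimated correlation). The median was -0.19 in number 2, against -0.06 in number 1 and -0.09 in number 3. Markers of leukocytes (median 0.04) and of fibroblasts and stellate cells (median 0.03) also passed (adjusted p = 0.021 and 0.0481), and the adjusted p was 0.181 and 0.40 with an estimated correlation. Under cyclic loess or quantile normalization 8 lists passed, none of them with higher members, against 2 higher and 9 lower lists in the values as deposited. Without the arrays numbered 2, 6 lists passed.

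No list call held with an estimated correlation at any time, where the lowest adjusted p of all lists and times was 0.114. The number of lists passing was 11, 16, 20, 20 and 17 from 20 min to 24 h, while other ways of splitting the same 6 arrays passed up to 10, 12, 15, 20 and 18. Those with at least 1 array of each number on each side passed up to 6, 10, 7, 12 and 16. Because no list call held with an estimated correlation, lists are described here mainly by how many members changed one by one. Where 5 or fewer members of a list changed they are all named, and those outside the rule for named genes were chosen after their values were seen.

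At 1 h, 7 genes rose and none fell. JUNB, a subunit of the transcription factor AP-1, rose by 1.74 ± 0.18 (adjusted p = 1.18e-04), and SMAD7, the inhibitory SMAD that blocks the TGF-β receptor, by 1.575 ± 0.15 (adjusted p = 4.73e-05). RND1, a small GTPase that loosens actin fibres, rose by 1.67 ± 0.11 (adjusted p = 7.10e-07) and ZFP36, which destabilises AU-rich messenger RNAs, by 1.53 ± 0.14. GADD45B, a growth arrest and DNA damage protein, DLX2, a homeobox factor, and ID1, an inhibitor of helix-loop-helix factors, rose by 1.20, 1.17 and 1.14. Each of the 7 genes was higher in all 3 replicate numbers.

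With no fold minimum, genes with an adjusted p under 0.01 at 1 h numbered 25 upward, the 7 included, and 3 downward. Among those upward were ID3 (0.76 ± 0.10), SKIL, a SMAD corepressor (0.72 ± 0.11), PFKFB3, which makes the activator of phosphofructokinase (0.64 ± 0.08), the repressor HES1 (0.40 ± 0.06) and BMF, a pro-apoptotic BCL2 family member (0.44 ± 0.07). The 3 downward genes were TXNIP, an inhibitor of glucose uptake (-0.33), ZNF184 (-0.38) and RSRP1 (-0.45), of which ZNF184 and RSRP1 were chosen after their values were seen.

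Of 21 measured TGF-β/SMAD feedback and target genes, JUNB, SMAD7 and SKIL rose at 1 h and 18 did not pass; 5 rose when adjusted over the list alone (list adjusted p = 1.64e-09, and adjusted p = 0.218 with an estimated correlation). Of 16 BMP/SMAD target genes and BMP ligands, SMAD7, ID1 and ID3 rose, and 6 rose adjusted over the list alone (adjusted p = 7.02e-09, and 0.1145 as the adjusted p with an estimated correlation). Immediate early genes, which respond to many stimuli without new protein, rose in 4 of 36 members, with KLF10 (0.505) beside JUNB, ZFP36 and GADD45B, and in 9 adjusted over the list alone (adjusted p = 7.72e-12, and adjusted p = 0.216 with an estimated correlation). EGR1, itself an immediate early factor, differed by 0.00 (adjusted p = 0.996). The 16 lists passing at 1 h were 9 higher and 7 lower. Complement and coagulation genes lay below control in 39 of 43 members, though none passed alone. In camera their adjusted p was 5.78e-07, and 0.40 with an estimated correlation. Gluconeogenesis and liver glucose handling fell in TXNIP alone of 14 members (adjusted p = 5.01e-05, and 0.114 with an estimated correlation).

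Without the replicate block 4 genes were called at 1 h in place of 7, and GADD45B, ID1 and RND1 lost their call. The call of ID1 was also lost without control array 1 or 2 or any 1 of the 1 h arrays, and that of GADD45B without control array 1 or 2 or 1 h array 2 or 3.

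At 2 h, 26 genes rose and none fell by the call. RND1 rose by 2.88 ± 0.11 (adjusted p = 1.15e-10), JUNB by 2.66 ± 0.18 (adjusted p = 1.66e-07) and SMAD7 by 2.165 ± 0.15 (adjusted p = 1.66e-07). EDN1, whose product constricts vessels, rose by 2.14 ± 0.29 (adjusted p = 2.54e-04), and the homeobox gene DLX2 by 2.10 ± 0.11. GADD45B rose by 1.82, ZNF486 by 1.67, SKIL by 1.57, PFKFB3 by 1.501 and ZFP36 by 1.496. At an adjusted p under 0.01 alone, 208 genes were higher and 155 lower at 2 h, and all 26 called genes were higher in all 3 numbers.

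TGF-β/SMAD feedback and target genes rose in 8 of 21 members at 2 h, among them FSTL3, a secreted binder of activin (0.95 ± 0.19), and in 14 adjusted over the list alone (adjusted p = 1.11e-19, and 0.1145 as the adjusted p with an estimated correlation). PMEPA1, which withholds SMADs from the receptor, differed by 0.82 ± 0.26 and did not pass (adjusted p = 0.1035). BMP/SMAD target genes rose in 8 of 16 members and BMP4 fell, with ID3 at 1.42 ± 0.10, HAMP, the iron hormone hepcidin, at 1.07 ± 0.20 and ID1 at 1.03 ± 0.16 (adjusted p = 1.17e-09, and 0.1145 as the adjusted p with an estimated correlation). Immediate early genes rose in 14 of 36 members and fell in 3 (DUSP6, MYC and TNFAIP3), and CCN1, a matricellular protein, was the largest after JUNB, GADD45B and ZFP36 (1.06 ± 0.15; list adjusted p = 8.62e-15, and adjusted p = 0.153 with an estimated correlation). Of the angiogenesis factors 4 of 25 rose and NRP1, a semaphorin receptor, fell, with EDN1, CCN1 and the platelet-derived growth factor chains PDGFA and PDGFB at 1.20 ± 0.10 and 0.945 ± 0.11 (adjusted p = 3.64e-06, and adjusted p = 0.121 with an estimated correlation). Of the EGR family and co-regulators, the corepressor NAB2 rose by 0.56 and 4 of 5 did not pass, EGR1 among them at 0.23 (list adjusted p = 6.47e-04, and adjusted p = 0.121 with an estimated correlation). Notch pathway genes rose in 3 of 27 members, NOTCH1 (0.60), HEY1 (0.56) and NRARP (0.47) (adjusted p = 0.005, and adjusted p = 0.28 with an estimated correlation).

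No tested gene was called lower at 2 h in the main fit, though 4 probe sets without 1 gene symbol were. With control array 3 left out 2 genes were called lower, and 1 with control array 1 or 2 h array 3 left out. Smaller downward changes with an adjusted p under 0.01 were found at 2 h. The coactivator PPARGC1A (-0.655), the glucose transporter SLC2A2 (-0.46), the glucokinase regulator GCKR (-0.30) and TXNIP (-0.26) were the 4 of 14 gluconeogenesis and liver glucose handling genes that fell (adjusted p = 5.01e-05, and adjusted p = 0.114 with an estimated correlation). BMP4 differed by -0.795 ± 0.11 (adjusted p = 2.42e-04) and TGFBR2, the type II receptor of TGF-β, by -0.39 ± 0.06 (adjusted p = 0.0014). Of 57 mitosis genes 3 fell (KIF20A at -0.445, CENPF at -0.43 and BORA at -0.34) and the mitotic inhibitor WEE1 rose by 0.83 ± 0.13 (adjusted p = 9.14e-15, and adjusted p = 0.214 with an estimated correlation).

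Without the replicate block 17 genes were called at 2 h, and CCN1, CYP24A1, EDN1, HAMP and PDGFA were among those that lost their call. HAMP lost it also without control array 1 or 2 or 2 h array 1 or 2, CYP24A1 without control array 1 or 2 or 2 h array 1, and ID1 without 2 h array 1.

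At 4 h, 29 genes rose and 11 fell, and genes of liver metabolism were among those that fell. RND1 stood at 2.47 ± 0.11 (adjusted p = 1.44e-09), ZNF486 at 1.85 ± 0.16, EDN1 at 1.82 ± 0.29, GRAP, an adaptor of receptor signalling, at 1.82 ± 0.17 and OLFM2, an olfactomedin, at 1.615 ± 0.22. JUNB was at 1.665, SKIL at 1.51, TNS1, the focal adhesion protein tensin, at 1.45, DNAH17, a dynein chain, at 1.60, and CYP24A1, which inactivates vitamin D, at 1.40. G6PC1 fell by 2.10 ± 0.26 (adjusted p = 3.88e-05), KLHL14 by 1.75 ± 0.11 (adjusted p = 4.00e-08) and TNFSF10, the death ligand TRAIL, by 1.35 ± 0.165 (adjusted p = 3.27e-05). Further decreases were those of the sodium channel SCN1A (-1.25), the alcohol dehydrogenase ADH6 (-1.195), RNF43, which removes Wnt receptors (-1.14), PPARGC1A (-1.10), HES1 (-1.095), the haptoglobin-related protein HPR (-1.06) and the BMP coreceptor RGMB (-1.035). At an adjusted p under 0.01 alone, 615 genes were higher and 982 lower.

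Of the TGF-β/SMAD feedback and target genes, 14 of 21 were higher at 4 h, among them PMEPA1 (1.29 ± 0.26) and FSTL3 (1.16 ± 0.19), and 17 adjusted over the list alone (adjusted p = 8.03e-14, and adjusted p = 0.138 with an estimated correlation). SMAD7 was at 0.82 ± 0.15 and TGFBR1, the type I receptor, at 0.95 ± 0.13. ID1 had turned to -0.77 ± 0.16 (adjusted p = 0.0027), while ID3 at -0.30 ± 0.10 did not pass (adjusted p = 0.061). BMP/SMAD target genes rose in 3 (BMP6, SMAD7 and HAMP) and fell in 3 (BMP4, ID1 and ID2) of 16 members (median -0.02, adjusted p = 0.873).

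Liver functions lay below control at 4 h in several lists, with the same control arrays as at 20 min. At 20 min the median was already -0.11 for gluconeogenesis (-0.115 at 4 h), -0.10 for complement (-0.20) and -0.07 for peroxisomal genes (-0.14). It was -0.04 for hepatocyte transcription factors (-0.12 at 4 h), -0.02 for interferon-stimulated genes (-0.095) and -0.03 for Wnt targets (-0.10). Part of these list shifts was thus present at 20 min, and its cause was not tested. Gluconeogenesis and liver glucose handling fell in 5 of 14 members, with SLC2A2 (-0.93), the glucose 6-phosphate transporter SLC37A4 (-0.36) and TAT (-0.34) beside G6PC1 and PPARGC1A (adjusted p = 2.32e-04, and 0.1145 as the adjusted p with an estimated correlation). Hepatocyte transcription factors fell in 5 of 20, with CREB3L3 (-0.93), NR0B2 (-0.76), KLF15 (-0.75) and PPARA (-0.36) beside PPARGC1A (adjusted p = 1.02e-04, and adjusted p = 0.141 with an estimated correlation). Complement and coagulation genes fell in 12 of 43 members, and in 20 adjusted over the list alone, with the carboxypeptidase CPB2 at -0.79 and the fibrinogen chain FGA at -0.695 (adjusted p = 6.01e-11, and adjusted p = 0.281 with an estimated correlation). Peroxisomal genes fell in 7 of 36 members, led by EHHADH (-0.81) and ACOX2 (-0.61), enzymes of peroxisomal β-oxidation (adjusted p = 3.22e-05, and adjusted p = 0.181 with an estimated correlation). Interferon-stimulated genes fell in 7 of 40, with PARP9 at -0.69 and DTX3L at -0.36 (adjusted p = 6.56e-05, and adjusted p = 0.141 with an estimated correlation). Wnt/β-catenin target genes fell in 8 of 23 and rose in 2 (DKK1 and NKD1), with SP5 (-0.71) and GLUL, glutamine synthetase (-0.69), beside RNF43 and BMP4 (adjusted p = 0.0156, and adjusted p = 0.453 with an estimated correlation).

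Of the stress-response lists, 3 passed upward at 4 h and 3 did not pass. NRF2 target genes rose in 5 of 19 members, with heme oxygenase HMOX1 at 1.09 ± 0.11 and GCLM, of glutathione synthesis, at 0.48 ± 0.085, beside SRXN1, TXNRD1 and AKR1C1 (adjusted p = 8.59e-04, and adjusted p = 0.3615 with an estimated correlation). Unfolded protein response genes rose in 6 of 23, led by DNAJB9 (0.74 ± 0.09) and SEC24D (0.37 ± 0.05) (adjusted p = 3.46e-04, and adjusted p = 0.346 with an estimated correlation). Of the p53 target genes 6 of 26 rose, led by TP53INP1 (0.47) and TP53I3 (0.42) (adjusted p = 0.0014, and adjusted p = 0.311 with an estimated correlation), and CDKN1A, the cyclin-dependent kinase inhibitor p21, was at 0.28 ± 0.05 (adjusted p = 0.0014). ATF4 and integrated stress response genes rose in 4 of 34 (ATF3, SESN2, SLC7A5 and CEBPG) and fell in 3 (DDIT3 at -0.865, CHAC1 and PSAT1; adjusted p = 0.5052), cytosolic heat shock genes rose in DNAJB1 and BAG3 of 14 (adjusted p = 0.2095), and hypoxia-response genes rose in 4 of 27 (EDN1, PFKFB3, NDRG1 and CA12) and fell in 3 (P4HA1, MXI1 and PDK1; adjusted p = 0.3896).

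Without the replicate block 26 genes were called at 4 h in place of 40, and ADH6, CYP24A1, EDN1, FSTL3, G6PC1, GRAP, HPR, LMCD1, OLFM2 and PMEPA1 were among those that lost their call. PMEPA1 lost it also without control or 4 h array 2 or 3, and HPR without control array 1 or 2 or any 1 of the 4 h arrays. FSTL3 differed by 1.96 in number 1 against 0.84 and 0.69 in numbers 2 and 3, whose mean of 0.76 lies under the fold minimum. With 1 number left out, 0 of 7, 4 of 17, 7 of 26 and 14 of 68 named genes called at 1 h, 2 h, 4 h and 24 h came under that minimum, and the change moved by more than 1.5 times for FSTL3 at 4 h and HP at 24 h only.

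**Figure D2:**
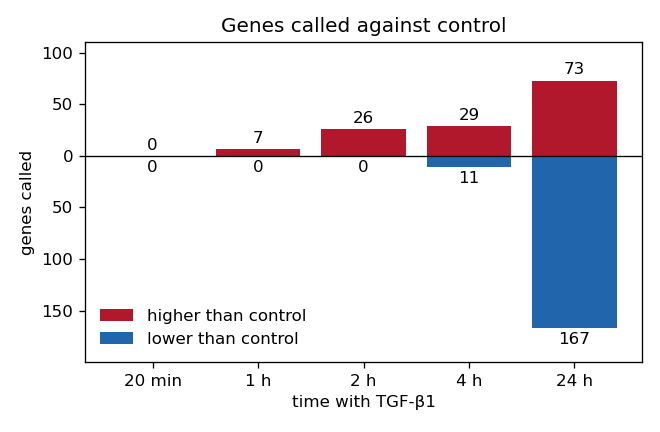
Bars give the number of genes called higher (up) and lower (down) than control at each time with TGF-β1, at an adjusted p under 0.01 and a log2 change of at least 1. The counts run from 0 at 20 min to 73 higher and 167 lower genes at 24 h.

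At 24 h, 240 genes were called, 73 higher and 167 lower, and genes of cell division and of secreted liver proteins made up most of the largest decreases. MIXL1, a homeobox factor of early development, differed by -2.69 ± 0.155 (adjusted p = 9.78e-10), haptoglobin HP by -2.52 ± 0.39 (adjusted p = 5.83e-05), the thyroxine carrier SERPINA7 by -2.51 ± 0.14 (adjusted p = 7.53e-10) and the lectin MBL2 by -2.17 ± 0.105. Complement factor CFB fell by 1.97, the proliferation marker MKI67 by 1.93, the phospholipase PLA2G2A by 1.92, MPV17L by 1.89, the histone H2BC14 by 1.88 and the fibrinogen chain FGB by 1.83. Among the genes that rose, TNS1 reached 2.17 ± 0.12 (adjusted p = 7.42e-10), DEPP1 1.875 ± 0.11, DUSP10, a phosphatase of p38 and JNK, 1.815 ± 0.09, and FST, the activin antagonist follistatin, 1.80 ± 0.11. KLHL24 rose by 1.75, BMP6 by 1.65, ZNF804A by 1.61, the kinase STK17B by 1.60, the coactivator CITED2 by 1.57 and CSGALNACT2, an enzyme of chondroitin sulfate synthesis, by 1.56. Of the 240 genes, 239 differed the same way in all 3 numbers, the exception being LCE2C, which was chosen after its values were seen. HP differed by -2.07, -4.32 and -1.16 in numbers 1, 2 and 3.

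Some cell division genes were lower before 24 h. The mitosis list passed downward in camera at 20 min and 1 h (adjusted p = 3.68e-05 and 3.68e-07), though no member passed alone. With an estimated correlation the adjusted p was 0.498 and 0.399. The median was -0.15, -0.02 and -0.03 in numbers 1, 2 and 3 at 20 min, and -0.22, -0.03 and -0.03 at 1 h. At 2 h 3 members fell and WEE1 rose, as given above. At 4 h, 15 of 57 mitosis genes fell and WEE1 rose. The median was then -0.24 (-0.43, -0.09 and -0.23 in numbers 1, 2 and 3). In camera the adjusted p was 3.34e-14, and 0.216 with an estimated correlation. Of 46 replication-dependent histone genes 13 fell at 4 h (adjusted p = 3.52e-07, and adjusted p = 0.123 with an estimated correlation). Cell division genes fell together at 24 h. Of 57 measured G2/M and mitosis genes 51 fell and 2 rose (WEE1 and BUB3), with a median of -1.17, and the median was -1.19, -1.09 and -1.10 in numbers 1, 2 and 3 (adjusted p = 1.06e-36, and 0.1145 as the adjusted p with an estimated correlation). MKI67, the topoisomerase TOP2A (-1.80 ± 0.07), the cyclin CCNB2 (-1.80 ± 0.06) and the checkpoint kinase BUB1 (-1.79 ± 0.09) fell most. DNA replication and G1/S genes fell in 30 of 56 members and rose in 4 (MCM5, CCNE2, PRIM2 and CCND3), with DTL, a substrate receptor of replication licensing control, at -1.21, the GINS subunits GINS1 and GINS2 at -1.001 and -1.007, and the reductase RRM2 at -0.89 (adjusted p = 5.28e-08, and 0.1145 as the adjusted p with an estimated correlation). Replication-dependent histone genes fell in 20 of 46 members and rose in none, among them H3C2 (-1.79 ± 0.07), H2BC9 (-1.24 ± 0.11) and H2AC21 (-1.21 ± 0.08), and 22 fell adjusted over the list alone (adjusted p = 1.25e-07, and adjusted p = 0.121 with an estimated correlation). Across all groups, 50 of the 57 mitosis genes were higher in the arrays numbered 1 than in the other numbers, with a median difference of 0.38. The kinase inhibitors CDKN1A and CDKN2B, which stop the cell cycle in G1, rose by 0.39 ± 0.05 and 0.70 ± 0.06.

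Secreted liver proteins fell as a group. Of 38 measured plasma proteins 29 fell and none rose, with a median of -0.645 (-0.49, -0.93 and -0.56 in numbers 1, 2 and 3; adjusted p = 3.20e-16, and adjusted p = 0.181 with an estimated correlation). Transthyretin TTR fell by 1.56 ± 0.15, APOA1, the main protein of HDL, by 1.49 ± 0.07 and albumin ALB by 0.67 ± 0.07. Complement and coagulation genes fell in 35 of 43 members and rose in none, with a median of -0.64, and CPB2 stood at -1.80 ± 0.11 (adjusted p = 5.13e-21, and adjusted p = 0.123 with an estimated correlation). Acute phase genes fell in 14 of 23 and rose in IL1RN, with FGG at -1.67 ± 0.15 beside HP, CFB and FGB (adjusted p = 1.99e-05, and adjusted p = 0.334 with an estimated correlation). These lists share members, since fibrinogen chains and complement factors are plasma proteins.

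Several metabolic lists passed downward at 24 h and others did not pass. Drug and alcohol metabolism genes fell in 24 of 49 members and rose in 4 (UGT2B4, BAAT, AKR1C1 and CYP2E1), with ADH6 at -1.78 ± 0.19, UGT2B10 at -1.36 ± 0.13 and FMO5 at -1.325 ± 0.145, while the glucuronosyltransferase UGT2B4 stood at 1.35 ± 0.09 (adjusted p = 0.0016, and adjusted p = 0.286 with an estimated correlation). Glutathione metabolism fell in 18 of 43 members and rose in RRM2B and GSTO1; among the falling genes were the isocitrate dehydrogenase IDH2 (-1.06), the transferase GSTA4 (-1.02) and the peroxidases GPX3 (-0.96) and GPX2 (-0.91) (adjusted p = 9.14e-06, and 0.1145 as the adjusted p with an estimated correlation). Peroxisomal genes fell in 18 of 36 and rose in AGPS, with MPV17L, EHHADH (-0.92) and PECR (-0.91) lowest (adjusted p = 3.52e-07, and adjusted p = 0.121 with an estimated correlation). Gluconeogenesis and liver glucose handling fell in 7 of 14, with SLC37A4 at -0.96 and G6PC3 at -0.91, while G6PC1, lowest at 4 h, was at -0.25 ± 0.26 and did not pass (list adjusted p = 0.0025, and 0.1145 as the adjusted p with an estimated correlation). Purine synthesis genes fell in 9 of 22 and rose in PNP and GART, with ADSL at -0.61 and PFAS at -0.56 (adjusted p = 0.0144, and adjusted p = 0.453 with an estimated correlation). Ribosomal protein genes fell in 12 of 37 and rose in RPL28, by little, with a median of -0.11 (adjusted p = 6.47e-04, and adjusted p = 0.297 with an estimated correlation). Glycolysis genes rose in 5 of 20 (PFKP, ENO2, PFKFB3, PFKFB4 and HK1) and fell in 5 (PFKL, ALDOC, SLC2A1, HK2 and GPI; adjusted p = 0.9784), and fatty acid oxidation genes rose in 6 of 33 and fell in 11 (adjusted p = 0.1836). Cholesterol synthesis genes rose in STARD4 and fell in 4 of 19 (ACAT2, TM7SF2, EBP and NSDHL; adjusted p = 0.0875), and passed downward with median centring or without the arrays numbered 1.

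Upward lists at 24 h were fewer. Actin cytoskeleton and focal adhesion genes rose in 20 of 38 members and fell in 3 (ACTN4, ACTA2 and CNN3), with the integrins ITGA3 (0.85) and ITGA2 (0.65) and PDLIM5, an adaptor of stress fibres (0.78) (adjusted p = 3.15e-06, and adjusted p = 0.281 with an estimated correlation). Across all groups 33 of the 38 were lower in the arrays numbered 1. Cytosolic heat shock genes rose in 9 of 14 members and fell in none, with the cochaperone CHORDC1 at 0.94 ± 0.08 and HSPH1 at 0.73 ± 0.06 (adjusted p = 3.44e-05, and adjusted p = 0.121 with an estimated correlation). Angiogenesis factors rose in 10 of 25, with CCN1 at 1.40 ± 0.15, EDN1 at 1.29 ± 0.29 and NRP1 at 0.93, while the inhibitor SERPINF1 fell by 1.01 (adjusted p = 8.22e-04, and adjusted p = 0.25 with an estimated correlation). TGF-β/SMAD feedback and target genes were higher in 10 of 21 members and lower in BAMBI, with PMEPA1 at 1.28 ± 0.26 and CCN2, connective tissue growth factor, at 0.73 ± 0.09 (adjusted p = 0.0011, and adjusted p = 0.499 with an estimated correlation). PMEPA1 differed by 0.09 in number 1 against 2.01 and 1.75 in numbers 2 and 3. JUNB (0.425, adjusted p = 0.0846) and SMAD7 (0.43, adjusted p = 0.0306) no longer passed, and SKIL was at 0.655 (adjusted p = 1.80e-04).

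Markers of a change towards mesenchymal cells did not pass as lists at any time in the values as deposited. The mesenchymal list passed upward at 1 h and 2 h without the arrays numbered 1, and at 20 min without the dimmest genes. At 24 h, mesenchymal markers rose in 4 of 24 and fell in 2, with SPARC, a matrix glycoprotein, at -1.27 ± 0.16, ACTA2 at -0.265, the integrin ITGA5 at 0.59 ± 0.12, TAGLN at 0.51, ZEB1 at 0.48 and ITGAV at 0.39 (median 0.04, adjusted p = 0.349). Vimentin VIM differed by 0.02 ± 0.04 (adjusted p = 0.803) and the repressor SNAI1 by -0.23 ± 0.08 (adjusted p = 0.0264). Epithelial junction and keratin genes rose in 2 (DSP and TJP1) and fell in 2 of 24 (adjusted p = 0.651), although E-cadherin CDH1 differed by -0.86 ± 0.07 (adjusted p = 9.37e-08) and EPCAM by -0.565 ± 0.075. Extracellular matrix genes rose in 10 of 52 and fell in 7, with the urokinase receptor PLAUR at 1.02 ± 0.14 (adjusted p = 0.284). EGR1 fell by 1.53 ± 0.07 (adjusted p = 1.06e-10) after 0.00 at 1 h, 0.23 at 2 h and -0.32 at 4 h (adjusted p = 0.0042), and HES1 by 1.46 ± 0.06 (adjusted p = 6.07e-11).

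Markers of other cell types did not pass as lists at 24 h. Fibroblast and stellate cell markers passed in 1 of 18 members (ACTA2, -0.265 ± 0.06), leukocyte markers in 1 of 18 (CD14, -0.39 ± 0.08), and endothelial markers in 3 of 18, with LYVE1 at -0.94 ± 0.15, ESAM at 0.83 ± 0.11 and PECAM1 at -0.385, with list adjusted p = 0.571, 0.903 and 0.969. Cholangiocyte and progenitor markers moved both ways, with 3 of 14 higher (LGR5 at 0.725, SOX4 and KRT7) and 6 lower, SPP1 most (-0.82; adjusted p = 0.389). Of 20 housekeeping reference genes 1 was higher (RAB7A) and 2 were lower (GUSB and GPI; median 0.01, adjusted p = 0.865). At 24 h, EDN1 lost its call without control array 2 or 24 h array 2 or 3, and treatment is not separated from time in culture at 24 h or at any earlier time, since all times share 1 untreated group, which the paper places at the start of treatment. Without the replicate block 199 genes were called, 47 higher in place of 73 and 152 lower in place of 167, and BMP6, CCN1, EDN1, H2AC21, PMEPA1, SPARC, STK17B, UGT2B10 and ZNF804A were among those that lost their call.

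**Figure D3:**
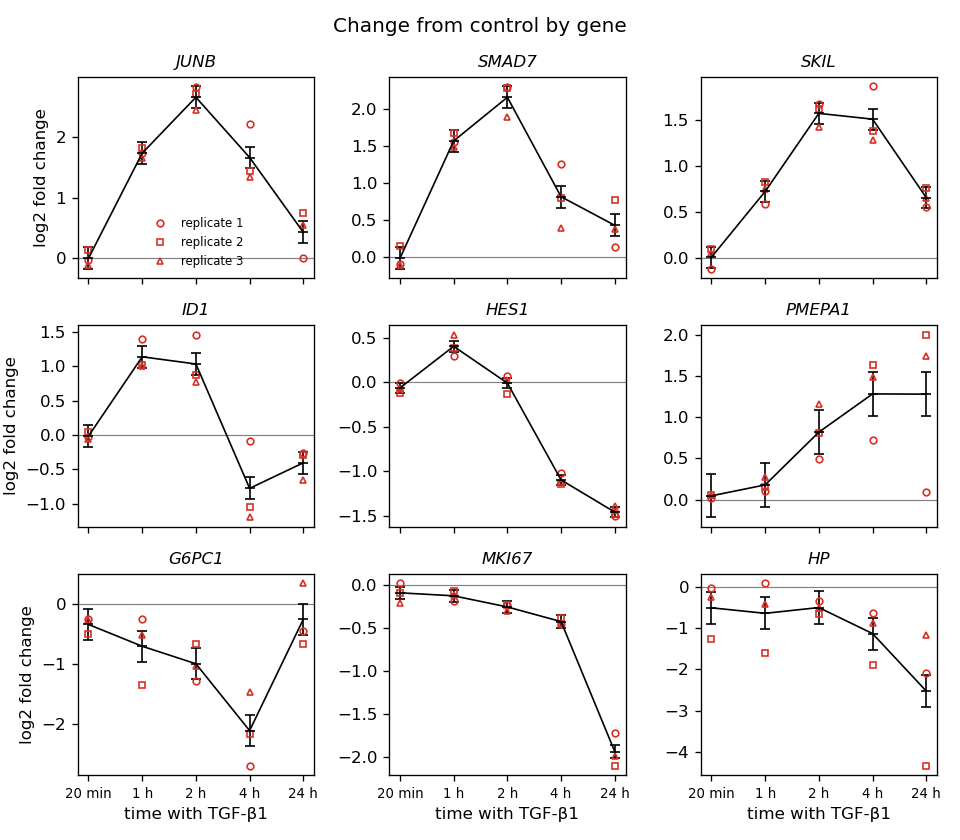
Each panel gives 1 gene, with time with TGF-β1 on the x axis and log2 fold change from control on the y axis; the line joins the fitted changes, bars are 1 SE, and symbols are the differences of the 3 replicate numbers. JUNB, SMAD7 and ID1 were highest at 1 h or 2 h, G6PC1 was lowest at 4 h, and HES1, MKI67 and HP were lowest at 24 h.

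The next question was which genes differed between early and late times, tested directly within the treated cells. Between 24 h and 4 h, 151 genes differed, 61 higher and 90 lower at 24 h. DEPP1 was higher by 2.38 ± 0.11 (adjusted p = 3.81e-10), KLHL24 by 2.20 ± 0.10, ZNF804A by 1.94 ± 0.20, RGCC, a regulator of cell cycle kinases, by 1.88 ± 0.16 and G6PC1 by 1.855 ± 0.26. MIXL1 was lower by a difference of -2.76 ± 0.155 (adjusted p = 1.82e-09), RND1 by -1.95, DTL by -1.81, H3C2 by -1.66 and MBL2 by -1.66. Between 24 h and 2 h, 248 genes differed, 88 higher and 160 lower at 24 h. CREBRF (2.06) and CITED2 (1.91) joined KLHL24, DEPP1 and ZNF804A at the top, and MIXL1 (-3.51), DLX2 (-2.535), RND1 (-2.37), JUNB (-2.24) and SERPINA7 (-2.13) stood at the bottom. G6PC1, LMCD1, OLFM2 and ZNF804A lost their call between 24 h and 4 h without the replicate block, and ZNF804A lost it between 24 h and 2 h.

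Some genes changed on opposite sides of control at early and late times. With an adjusted p under 0.01 on both sides, 349 genes were higher and 544 lower at 4 h and at 24 h, 32 were higher at 4 h but lower at 24 h, and 77 the other way round. Both times were compared with the same control arrays, and these counts were not set against simulated unchanged groups. The 349 and 544 therefore cannot show a shared response. Among the 32, the direct difference was called for 9, among them DTL, DLX2, the aromatase CYP19A1 and the clock gene PER2. Among the 77 it was called for 16, with DEPP1, KLHL24, BMP4 and the bile acid conjugating enzyme BAAT as examples; DTL, DLX2, DEPP1, KLHL24 and BMP4 come from the rule for named genes, and the others were chosen after their values were seen.

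Over the whole time course 282 genes were called by the moderated F test of limma. The largest change came at 1 h for 2 genes (ID1 and ZFP36), at 2 h for 18, all upward, at 4 h for 21 upward and 7 downward, and at 24 h for 69 upward and 165 downward. The 26 genes called at 2 h had median changes of 0.02, 0.73, 1.245, 0.86 and 0.43 from 20 min to 24 h, and the 167 genes called lower at 24 h had medians of -0.115, -0.115, -0.15, -0.33 and -1.24. Without the 24 h arrays, a setting chosen after seeing the data, 55 genes were called over the time course.

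Calls at adjacent times overlapped. All 7 genes called at 1 h were also called at 2 h, where 0.00988 would be shared by independent lists and unchanged groups simulated against the same controls shared 1.08 on average and at most 3. Between 2 h and 4 h 10 rising genes were shared, among them JUNB, RND1, SKIL, EDN1 and WNT11 (0.0409 for independent lists, 3.46 on average and at most 7 in the simulation). Between 4 h and 24 h 6 rising genes were shared (EDN1, KLF7, MAB21L3, PMEPA1, RASGEF1B and TNS1) and 6 falling genes (ADH6, HES1, HPR, RGMB, SCN1A and TNFSF10), against 0.115 and 0.0997 for independent lists, and 5.42 and 4.42 on average and at most 10 and 9 in the simulation. The overlaps of 4 h with 24 h were thus within the range of the simulation. However, in simulated arrays with no change at 4 h, 0 genes were called at that time. Simulated overlaps of this size therefore cannot come from called genes. The comparison cannot decide whether 2 times share a response. Without the replicate block the rising genes shared were 4, 6 and 2 in place of 7, 10 and 6. WNT11, KLF7 and MAB21L3 were chosen after their values were seen. The 3 control arrays do not allow a split into parts of at least 2, so overlaps free of shared controls were not computed.

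Genes that the study itself had picked were followed as a pair of lists, which are not independent evidence of direction since the same samples served to choose them. Of the genes the study calls in both human cell types 17 were measured, and 7, 10, 10 and 5 of them rose at 1 h, 2 h, 4 h and 24 h while 0, 1 (CITED2), 3 (HES1, ID1 and DEPP1) and 3 (SLC38A3, HES1 and GXYLT2) fell (8, 11, 10 and 5 rose adjusted over the list alone). Over the time course 16 of the 17 were called, and ROR1, a receptor kinase whose largest change was 0.855 at 4 h, was not. SLC38A3, an amino acid transporter, fell by 1.46 ± 0.08 at 24 h and the xylosyltransferase GXYLT2 by 1.26 ± 0.07, while RASGEF1B rose by 1.55 ± 0.14 beside DEPP1, CITED2, GADD45B and SKIL, and LMCD1, a LIM domain protein, was highest at 4 h at 1.25 ± 0.16. PDGFA rose by 1.20 at 2 h and stood at -0.35 ± 0.10 at 24 h (adjusted p = 0.0104). Of the 16 pathway genes that the study text follows, 2 rose at 1 h (SMAD7 and ID1), 3 rose (SMAD7, ID1 and SMAD6) and 2 fell (BMP4 and TGFBR2) at 2 h, and 7 rose and 3 fell (BMP4, ID1 and TGFBR2) at 4 h (adjusted p = 0.0272, 0.0062 and 0.0025, and adjusted p = 0.3732, 0.281 and 0.2497 with an estimated correlation). Of the same 16, 9 rose and none fell at 24 h, FST, BMP6, THBS1 (0.88) and TGFBR1 (0.75) most, and 10 rose adjusted over the list alone (adjusted p = 1.52e-05, and adjusted p = 0.121 with an estimated correlation).

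**Figure D4:**
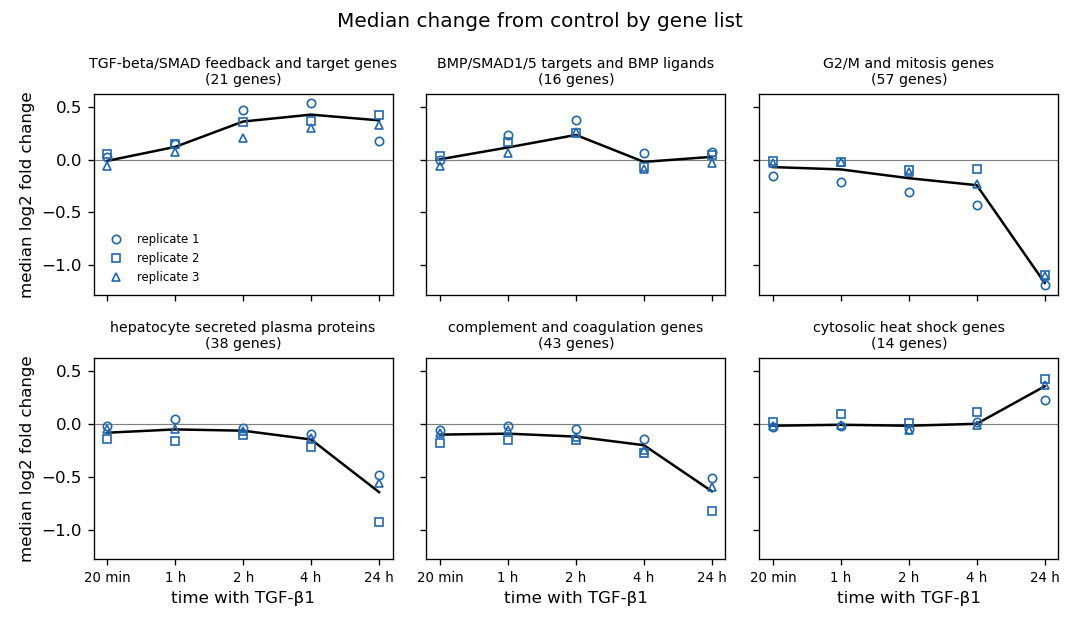
Each panel gives 1 gene list, with time with TGF-β1 on the x axis and the median log2 fold change of its measured members on the y axis; the line joins the medians of the fitted changes and symbols are the medians of the 3 replicate numbers. The mitosis list reaches -1.17 at 24 h, the plasma protein list -0.645 and the heat shock list 0.36.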

Values the study reported

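The paper reports 18 genes differentially expressed in both human cell types, among them SMAD7, SKIL, JUNB and ID1. In its text SKIL responds in all the cells studied, and ID1 is described as higher at early times and lower after 4 h in human cells. The values here have SKIL higher from 1 h to 24 h, and ID1 higher at 1 h and 2 h and lower at 4 h; at 24 h ID1 lay below control but did not pass.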

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

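The test of one culture alone was chosen after the result was seen. Direct tests within the treated cells set the late time apart from the earlier ones. Between 24 h and 4 h 151 genes differed, and between 24 h and 2 h 248, which includes any effect of the longer time in culture. On opposite sides of control lay 9 genes that were higher at 4 h and lower at 24 h with the difference called (CYP19A1, DLX2, DNAJC22, DTL, LOXL4, LPAR6, PER2, SASH1 and SLC2A8, most of them chosen after their values were seen), and 16 that were lower at 4 h and higher at 24 h, among them BMP4, DEPP1, KLHL24, the kinase PIM1 and the nuclear receptor RORA. Against 2 h there were 13 higher and then lower, among them MIXL1, DLX2, NOTCH1 and ID2, and 11 lower and then higher, among them CITED2, CREBRF, NRP1 and BMP4.

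Probe sets without 1 gene symbol (13836) were not part of the comparisons by gene, and some of them passed the same thresholds. The counts were 1 at 20 min (-1.045), 8 at 2 h (4 higher, 4 lower), 15 at 4 h (5 higher, 10 lower) and 42 at 24 h (11 higher, 31 lower), where the largest changes were 2.313 and -1.845. What these probe sets measure was not analysed here.

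MKI67, TOP2A, HP and TTR belong to 80 mitosis and plasma protein genes that were lower at 24 h. A scaling difference left in the deposited values is argued against. Of the 80, 78 stayed lower with an adjusted p under 0.01 after median centring and 80 after cyclic loess or quantile normalization. These values had already been through RMA, and rescaling moved the median change of all genes by at most 0.0438. An effect of the processing before deposit was therefore not tested. A single culture as the source is argued against too, since among both lists and the 3 numbers the median nearest to 0 was -0.486, for plasma proteins in number 1. Time in culture without TGF-β1 stays open and cannot be told apart from treatment, because 0 groups of untreated arrays are labelled with 24 h. A response of division and plasma protein genes to TGF-β1 may explain the pattern. This is a hypothesis that only an untreated 24 h group would separate from 24 h more without serum. Division and secretion themselves were not measured. The background of the paper says that in HepG2 arrest of the cell cycle is in general not promoted by TGF-β1.

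Splits of the 6 arrays of a comparison into 3 and 3 number 10, so a share under 0.05 cannot be reached. For called genes, 10 of the 10 splits gave as many as the real 0 at 20 min, where the highest other was 0 (limma; 1225 genes at an unadjusted p under 0.05). At 1 h, 2 h, 4 h and 24 h, 1 split each, the real one, gave 7, 26, 40 and 240 genes, and the highest other gave 0. For 24 h against 4 h and against 2 h it was also 1 of 10 each, with 151 and 248 genes and 0 in the highest other. For gene lists the real and the highest other counts were 11 and 10, 16 and 12, 20 and 15, 20 and 20, and 17 and 18 from 20 min to 24 h, with 1, 1, 1, 2 and 2 splits as high. Splits with at least 1 array of each number on each side reached 6, 10, 7, 12 and 16 lists. Over the time course, 1 of 100 regroupings of the 18 arrays gave as many as 282 genes, the real one, with 1 in the highest other, so chance can be excluded; within each number it was also 1 of 100, with 173 in the highest other.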

How the results depend on the processing

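The fits of numbers 2 and 3 only, of a block of 2 levels and without the 24 h arrays were chosen after seeing the data. Without the replicate block 4, 17 and 26 genes were called at 1 h, 2 h and 4 h, and 4, 6 and 2 rising genes were shared by 1 h and 2 h, 2 h and 4 h, and 4 h and 24 h; at 24 h the higher genes fell from 73 to 47 while the total was 199, and no other total of called genes moved by more than 1.5 times without it. Testing each probe set called 1 at 20 min. With no fold minimum the counts were 1, 28, 363, 1597 and 4725 from 20 min to 24 h, 4203 and 4980 for 24 h against 4 h and 2 h, and 5335 over the time course, because the minimum removes small changes. Without the 24 h arrays, 55 genes were called over the time course, with fewer arrays and 1 time less. Numbers 2 and 3 alone called 0, 9, 22, 34 and 266 genes, 7, 20, 25 and 217 of them shared with the full set from 1 h to 24 h. With an estimated correlation 0 lists passed at 20 min, 0 at 1 h, 0 at 2 h, 0 at 4 h and 0 at 24 h (camera; unadjusted p under 0.05 for 3, 7, 11, 8 and 11). Leaving out 1 replicate number passed 6 to 11 lists at 20 min and 9 to 18 at 1 h, fewest without replicate 2. The list of hepatocyte secreted plasma proteins at 1 h (reported adjusted p = 0.0021) reversed without replicate 2 (adjusted p = 0.9337, range over its alternatives 1.58e-7 to 0.9337), and the cause was not tested. Of 361 named gene and comparison pairs none reversed under the alternatives run. Without the block 158 fell short of their threshold, 30 with trend and robust, 9 with quantile normalization and 6 with median centring. With cyclic loess 2 did, and 0 with array weights or averaged probe sets. Many of these pairs were named without a call, so the tally does not show that calls held. With array weights, called genes went from 26 to 20 at 2 h and from 40 to 35 at 4 h. They went from 7 to 8 at 1 h and from 240 to 253 at 24 h. With median centring, lower genes at 24 h went from 167 to 145 and higher genes from 73 to 88. Each pair was also tested with each array of its comparison left out, and of these tests 1830 gave the same verdict and 336 fell short. Of 84 list and time pairs that passed, 17 no longer did without the block, 5 without the dimmest genes and 4 each with cyclic loess or quantile normalization; over tests that left out a replicate number, 222 passed, 29 did not and 1 reversed. Of the list and time pairs that had not passed, 20 did so under at least 1 alternative: 3 without the dimmest genes, 1 with median centring, and 20 times when a replicate number was left out, some pairs more than once. Scaling moved the median log2 change of all genes by at most 0.0438. Background was not measured apart from signal, so what array signal limits was not tested.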

Other observations

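The tests of cells of another type, of the control array numbered 1, of a lower starting level and of the difference at 4 h between numbers were chosen after the result was seen. The cultures numbered 1 differed from those numbered 2 and 3 in adhesion, division and cholesterol synthesis genes, with all groups pooled. These lists were not compared at each time. The p-values that follow count each array as a replicate, although arrays of the same number correlated. They cover the spread between arrays and not that between replicate numbers. Of 38 actin cytoskeleton and focal adhesion genes 33 were lower in number 1 and none higher, with a median of -0.305 (adjusted p = 2.17e-19, and 0.0794 with an estimated correlation), and of 19 cholesterol synthesis genes 15 were lower, with a median of -0.407 (adjusted p = 1.63e-08, and 0.3825 with an estimated correlation). CXCL8, a chemokine, differed by -2.15, KRT19, a keratin of bile duct cells, by -1.76 and EGFR, the receptor of epidermal growth factor, by -1.46. Mitosis genes were higher in number 1 for 50 of 57 members and lower for 1, with a median of 0.376 (adjusted p = 1.21e-22, and 0.1305 with an estimated correlation). CP, the copper carrier ceruloplasmin, was higher by 1.495 and ARRB1, an arrestin, by 1.41.

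EDN1, SNAI2 and TAGLN are among the 94 genes by which the arrays numbered 1 stand apart. A brightness difference left in the deposited values is argued against, since 88 of the 94 were called again after quantile normalization and 91 after cyclic loess. An effect of the processing before deposit was not tested. Cells of another type cannot be told apart from other explanations. The median difference farthest from 0 among markers of fibroblasts, endothelial cells and leukocytes was 0.024. However, only 2, 3 and 2 of 18 markers per list lay above the median gene. Of those, LYVE1 (7.74 in number 1, 9.49 in the others), ESAM (8.4, 9.34), CD68 (9.89, 10.31), ACTA2 (10.02, 10.35) and ENG (8.29, 8.36) were lower in number 1. COL1A1 was the same (8.06, 8.06) and only TYROBP was higher (8.37, 8.27). A condition shared by the 6 arrays numbered 1 cannot be told apart either: of 111 genes that differed by 1 or more among the controls 95.5% differed the same way at all 5 treated times, but 84 of them are among the 94, so this restates the pattern and names no cause. No other biological explanation was tested, since the design gives none.

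RND1, EDN1 and the other 27 genes called higher at 4 h rose by a median of 1.58 in number 1, against 1.179 in number 2 and 0.999 in number 3. The control array numbered 1 as the cause is argued against, since the median excess was 0.56 with the 20 min arrays as the start, against 0.466 from control. Against numbers 2 and 3, the change at 4 h in number 1 differed by 1.216 for OLFM2, 1.196 for FSTL3 and 1.173 for CYP24A1. For HBEGF, which was chosen after its values were seen, it differed by 0.818, and for RGMB by -0.884. These 5 genes were picked by a test of the difference itself. Number 1 has a single array in each group, so the test assumed its spread to be that between numbers 2 and 3. It therefore cannot decide whether number 1 responded more strongly. A lower starting level in number 1 could leave more room to rise, but the Spearman rho of start and excess was -0.357 over 29 genes, and this cannot be told apart from a stronger response because both share the starting value.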
